# Hepatic MicroRNA Expression by PGC-1α and PGC-1β in the Mouse

**DOI:** 10.3390/ijms20225735

**Published:** 2019-11-15

**Authors:** Elena Piccinin, Maria Arconzo, Giusi Graziano, Michele Vacca, Claudia Peres, Elena Bellafante, Gaetano Villani, Antonio Moschetta

**Keywords:** liver metabolism, liver diseases, coactivators, PGC-1, microRNA

## Abstract

The fine-tuning of liver metabolism is essential to maintain the whole-body homeostasis and to prevent the onset of diseases. The peroxisome proliferator-activated receptor-γ coactivators (PGC-1s) are transcriptional key players of liver metabolism, able to regulate mitochondrial function, gluconeogenesis and lipid metabolism. Their activity is accurately modulated by post-translational modifications. Here, we showed that specific PGC-1s expression can lead to the upregulation of different microRNAs widely implicated in liver physiology and diseases development and progression, thus offering a new layer of complexity in the control of hepatic metabolism.

## 1. Introduction

Variations of environmental conditions require a constant but flexible adaptation of an organism. In particular, the rapid changes occurring between fed and fasted state are fulfilled by enzymes controlling catabolic pathways, while the fast-fed transition is characterized by modulation of anabolic programs. An efficient fed-fast cycle is of fundamental importance, since failure to induce or inhibit the expression of metabolic genes has been associated with the development of diseases [1,2]. In the cell, this is primarily achieved through the activation of a transcriptional machinery that leads to the expression of genes with different metabolic functions.

The members of the peroxisome proliferator-activated receptor (PPAR)-γ coactivators (PGC-1s) family are key players in the regulation of energy metabolism. Usually upregulated in conditions of increased energy demands, these coactivators modulate the expression of several genes involved in mitochondrial biogenesis and function, as well as in other catabolic and anabolic pathways [3]. The liver is probably the organ that best illustrates the different contributions of the members of the PGC-1 family to guarantee whole-body homeostasis. Even though many studies have been carried out considering their specific implication on liver metabolism, several controversies about the specific functions of different PGC-1 family members still remain.

Another level of regulation in the fed-fast transition is represented by microRNA (miRNA), small noncoding RNA molecules which control gene expression post-transcriptionally, via complementary base pairing with mRNA. These microRNAs are not only able to orchestrate system-level control over liver physiology and whole-body energetics, but can also contribute to the pathogenesis of many liver diseases [4,5]. Intriguingly, miRNAs can modulate the activity of PGC-1s, thus offering a new level of complexity in the regulation of metabolic homeostasis [4]. Conversely, to our knowledge, little is known about the regulation of miRNAs expression by these coactivators.

The present review discusses some of the new findings regarding the control of PGC-1s expression and activity as well as the ability of PGC-1s to induce microRNA variously involved in liver physiology and pathophysiology.

## 2. Results and Discussion

### 2.1. The Proliferator-Activated Receptor (PPAR)-γ Coactivator (PGC-1) Family of Transcriptional Coactivators

The PGC-1 family comprises powerful regulators of cellular programs, activated in response to a plethora of conditions, such as fasting, physical exercise and thermogenesis that collectively require increased energy demand [3]. PGC-1α is the most well-studied member of this coactivator’s family, firstly identified as transcriptional coregulator of PPAR-γ in brown adipose tissue [6]. Then, PGC-1β and PRC (PGC-1 related coactivator) were also recognised, thanks to the extensive sequence homology and analogous biological functions [7,8]. However, whereas PRC is ubiquitously expressed in the whole body, PGC-1α and PGC-1β share a similar expression pattern. Indeed, both PGC-1α and PGC-1β are thoroughly induced in tissues with high oxidative metabolism, like the heart, brown adipose tissue and type I muscle fibres [9,10,11]. Still, PRC function has not been well explored, by contrast with the other two members of the family. In particular, PRC is a growth-regulated cofactor, with the characteristic of an immediate early gene, i.e., gene expressed early in the cell growth program as a primary response to multiple stimuli [12]. As expected for a cell growth controller, silencing of PRC results in a decreased cell proliferation mainly attributable to abnormal mitochondria formation [13].

A critical aspect of PGC-1s is their highly versatile capability to interact with different transcription factors, activating distinct biological programs in various tissues. PGC-1α was originally described through its functional interaction with PPARγ in brown adipose tissue (BAT), a mitochondria rich tissue, where it regulates adaptive thermogenesis [6]. Further studies revealed that the PGC-1s carry out several biological responses finalized to equip the cell to cope with the alterations of energy demands, including mitochondrial biogenesis, cellular respiration capacity and substrate uptake and utilization.

The stimulatory effects of PGC-1α on mitochondrial functions are achieved mainly through its coactivation of nuclear respiratory factors 1 and 2 (NRF1 and NRF2, respectively) and the estrogen-related receptor α (ERRα) [10,14]. NRFs regulate the expression of mitochondrial transcription factor A (TFAM), a nuclear-encoded transcription factor essential for replication, maintenance, and transcription of mitochondrial DNA [15]. NRF1 and NRF2 also control the expression of genes coding for mitochondrial components of the oxidative phosphorylation apparatus, such as ATP synthase, cytochrome *c*, and cytochrome *c* oxidase [16,17]. Therefore, by stimulating the concomitant expression of both mitochondrial- and nuclear-encoded proteins, PGC-1α and PGC-1β are able to enhance the aerobic bioenergetic capacity of the cell, by boosting fatty-acid β-oxidation, Krebs cycle as well as oxidative phosphorylation.

Besides their well-known role of stimulating mitochondrial biogenesis, PGC-1s also modulate a variety of other cellular bioenergetic processes, thanks to their interaction and potential binding to multiple transcription factors [18,19]. This versatility of PGC-1s underlines their pleiotropic functions involved in the tissue-specific regulation of several metabolic pathways localized in different cellular compartments.

Although the role of PGC-1α and PGC-1β could sometimes appear to be redundant due to their overlapping functions, in the liver these coactivators have the ability to regulate distinct processes that together contribute to hepatic metabolism homeostasis. Indeed, although both coactivators can increase oxidative metabolism and antioxidant response, PGC-1α plays a major role in catabolic pathways, such as gluconeogenesis and fatty acids β-oxidation, by upregulating hepatocyte nuclear factor 4α (HNF4α), forkhead box protein O1 (FOXO1) and glucocorticoid receptor (GR), while PGC-1β drives new lipid synthesis and very low density lipoprotein (VLDL) trafficking via coactivation of liver X receptor (LXR) and sterol regulatory element-binding protein 1c (SREBP1c) [20,21,22,23,24,25].

Hence, in general conditions of stress, such as food shortage, PGC-1s are upregulated and promote metabolic programmes aimed to fulfil the energy requirements. Moreover, their ability to sustain opposite metabolic programmes is essential to prevent futile substrates cycles. Indeed, in a fed status PGC-1β enhances de novo lipogenesis, while in fasting conditions PGC-1α supports gluconeogenesis. In this way, both coactivators are entailed in a fine regulation of hepatic glucose availability.

In this view, alterations of PGC-1s pathways can lead to the onset of hepatic diseases, such as non-alcoholic fatty liver disease (NAFLD), non alcholic steatohepatitis (NASH) and hepatocellular carcinoma (HCC) [18]. However, despite the large plethora of studies carried out on this topic, some issues regarding the PGC-1s’ contribution to liver metabolism and diseases need still to be addressed.

#### Structure and Regulation

All the members of the PGC-1 family share a similar modular structure, with a strong transcriptional activation domain at the N-terminus. The C-terminal region of PGC-1s harbours a Ser/Arg rich domain and an RNA binding domain that couples pre-mRNA splicing with transcription [26]. PGC-1α and PGC-1β share an additional domain of similarity in the internal region, which roughly spans 200 aminoacids and functions as a repression domain [27].

The PGC-1s interact with several powerful histone acetyl transferase (HAT) complexes at their N-terminal region, including cAMP response element-binding protein (CREB)-binding protein, p300, and steroid receptor coactivator-1 (SRC-1) [27]. These proteins acetylate histones and remodel chromatin structure, thus allowing access of additional factors for transcriptional activation. Other activation complexes dock at the C-terminus domain: the TRAP/DRIP (thyroid receptor-associated protein/vitamin D receptor-interacting protein, also known as the Mediator complex) that facilitates direct interaction with the transcription initiation machinery [28] and the SWI/SNF (switch/sucrose non-fermentable) that acts as a chromatin-remodelling complex through its interaction with BAF60a [29].

Thus, the remarkably powerful coactivation capacity of PGC-1s may be based on their property to act as protein docking platforms for the recruitment and assembly of chromatin remodelling and/or histone-modifying enzymes that facilitate access to DNA for the transcription machinery. Furthermore, the PGC-1α transcriptional activator complex is also able to displace repressor proteins such as histone deacetylase and small heterodimer partner (SHP) on its target promoters, providing an alternative mechanism for an intensified gene transcription [30].

PGC-1α and PGC-1β share similar domains and several clusters of conserved amino acids, including the LXXLL motif which is recognized by nuclear receptors and host cell factor 1 interacting motif [7,31].

The mechanism through which the PGC-1s activate gene expression has to date been poorly understood. Initial studies have identified an extremely powerful autonomous transcriptional activity at the N-terminal region, due to the ability of PGC-1s to dock two additional coactivators with acetyl transferase activity on this domain. Similar observations have been made at the C-terminal region interacting with proteins involved in RNA processing and with the TRAP/DRIP complex involved in transcriptional initiation. However, how spatially and temporally all these complexes are assembled to PGC-1s in order to control gene expression is unknown. The major current hypothesis is that PGC-1s bind to a specific transcription factor at promoter regions, followed by the recruitment of P300 and TRAP/DRIP complexes which open the chromatin through histone acetylation activity, thus allowing the initiation of the transcription through RNApolII. Moreover, the presence of several proteins involved in RNA elongation and processing in the PGC-1s supercomplex suggests that it might move along the elongating RNA and take part in the mRNA maturation. To terminate gene expression, GCN5 (general control of amino acid synthesis), an acetyl transferase, acetylates PGC-1s at several lysine residues, causing a re-localization of PGC-1s from the promoter region to subnuclear foci where its transcriptional activity is inhibited [32,33]. By contrast, the enzyme SIRT1 (Sirtuin 1) activates PGC-1s by deacetylating lysine residues, thus leading to expression of PGC-1s target genes [34]. Intriguingly, both GNC5 and Sirt1 act as energy sensors of the cell. When energy levels are low, AMPK (AMP-activated protein kinase), by increasing NAD^+^ levels, promotes the deacetylase activity of SIRT1, which results in PGC-1s activation and increased mitochondrial biogenesis and function. Contrarily, in caloric excess conditions, GCN5 inhibits PGC-1s by acetylation, thus lowering new mitochondria formation [35]. Thereby, via reversible acetylation/deacetylation of PGC-1s, Sirt1 and GNC5 give a tightly but flexible regulation of the mitochondrial synthesis in order to fulfil the cellular energy demand.

Another level of complexity is introduced by additional PGC-1s post-translational modifications, for instance phosphorylation and methylation as well as by the interaction with other proteins, such as corepressors which alter PGC-1s stability and activity. PGC-1α could be phosphorylated directly by three different kinases. p38 mitogen-activated protein (MAP) Kinase phosphorylates PGC-1α in its repression domain, allowing a more stable and active protein [36,37]. AMPK could also phosphorylate PGC-1α, leading to an increase of its target gene expression activity [38]. Notably, this phosphorylation is required for the subsequent SIRT1-mediated deacetylation, thus suggesting a convergent biological effect directed at increasing the specificity of PGC-1α activation [39].

By contrast with the aforementioned kinases, insulin-dependent activation of AKT (Protein Kinase B) results in a more unstable PGC-1α protein, with a lower transcriptional activity [40]. Once activated, AKT can exert both a direct and an indirect action on PGC-1α, the latter by phosphorylating and stabilizing the Clk2 protein kinase. The Clk2-dependent phosphorylation of PGC-1α blunts its coactivator activity leading to decreased glucose production due to the repression of gluconeogenesis program [41].

Additionally, GSK3β (glycogen synthase kinase 3β) can phosphorylate PGC-1α in order to promote its intranuclear proteasomal degradation during transient conditions of oxidative stress. However, a chronic stress signal overcomes the GSK3β-mediated degradation, thus resulting in the increased PGC-1α expression [42]. Furthermore, PGC-1α is a target of PRMT1 (protein arginine N-methyltransferase 1). PRMT1 methylates PGC-1α on three arginine residues in the C-terminus, hence promoting its activation [43].

By contrast with PGC-1α, PGC-1β post-translational modifications have been poorly studied. It has been observed that SYVN1 (Synoviolin), an E3 ubiquitin ligase, ubiquitinates PGC-1β and, consistently, SYVN1 deficient mice displayed decreased body weight and upregulation of PGC-1β and of its target genes regulating mitochondrial biogenesis and function [44]. Overall, it is plausible that PGC-1β acts in multiple protein complexes whose composition might depend on the specific target genes as well as on the composition of different metabolic signals.

### 2.2. MicroRNA

MicroRNAs (miRNAs) are small non-coding RNAs, widely involved in the regulation of biological processes, such as proliferation, development and energy metabolism. Firstly described in 1993, microRNAs are small noncoding RNAs, about 22 nucleotides long that can finely tune gene expression, either reducing transcript levels or interfering with protein translation [45,46,47]. Therefore, the discovery of microRNAs deepens our knowledge on the post-transcriptional modifications of gene expression and on how this process can regulate metabolic homeostasis and diseases development.

Genes that encode miRNAs are firstly transcribed by RNA polymerase II from DNA into an initial hairpin transcript, called pre-miRNA, via either a canonical pathway, in which they are cropped by the Drosha-DGCR8 complex, or via the Mirtrons pathway. Pre-miRNA are then exported into the cytoplasm, where they are processed by Dicer into a mature, single stranded miRNA. Finally, miRNAs are loaded onto the RNA-induced silencing complex (RISC) and guided to their mRNA targets through interactions with members of the Argonaute family. The unique complementarities between miRNA and mRNA could reduce or increase the levels of a gene product [48].

The generation of mature miRNAs can be controlled both at transcriptional and posttranscriptional level, and any alteration occurring in their synthesis leads to abnormal physiological and developmental processes that can eventually contribute to disease onset [49,50,51].

In the liver, the distribution and function of some miRNAs is cell-specific and their dysregulation has been associated with hepatic dysfunctions, to the point that extracellular circulating microRNAs released from injured liver could be used as biomarkers of liver disease [5,51]. Hepatic miRNAs can affect glucose and lipid homeostasis, inflammatory programmes as well as cell proliferation and apoptosis. For instance, miR-122, an abundant liver microRNA which accounts for 70% of liver total miRNA, regulates cholesterol biosynthesis and lipid metabolism [52,53]. Low levels of miR-122 are found in non alcholic steatohepatitis (NASH) and hepatocellular carcinoma (HCC), in concomitance with inflammatory infiltrates producing pro-tumorigenic cytokines [54,55]. Mice with total body miR-122 ablation are viable, but present an altered lipid metabolism that results in steatohepatitis, fibrosis and liver cancer development [56]. On the contrary, miR-122 delivery in MYC proto-oncogene, bHLH transcription factor (MYC)-driven HCC mouse model contributes to tumorigenesis inhibition [55]. Finally, increased levels of circulating miR-122 are observed in association with liver injury, thus sustaining the idea that specific microRNAs can be used as markers of liver damage and inflammation [57].

New evidences indicate that, besides ‘canonical’ role of miRNAs in inhibition of target gene expression, microRNAs could exert more complex and different roles. MiRNA can reduce or increase mRNA expression via mRNA deadenylation, translational repression or activation, or other not yet defined mechanisms [51]. Although more studies are required in order to understand the vast complexity of miRNAs regulation, it is now clear that microRNAs participate to the maintenance of the whole-body metabolic homeostasis, and alteration of their expression could not only directly or indirectly modulate tissue metabolism, but can also favour the onset of diseases. In this view, being aware of the genes and relative pathways regulated by microRNAs, but also of the transcriptional factors or coregulators that modulate miRNAs expression is of fundamental importance.

#### 2.2.1. Regulation of PGC-1s by MicroRNAs

The study of microRNAs offers an additional level of complexity on the modulation of transcriptional coactivators activity. Until now, numerous analyses have revealed that different microRNAs can directly control the expression of PGC-1s, thereby having an effect on whole body metabolic homeostasis.

In an elegant study, Maniyadath et al. showed that hepatic-fed microRNAs exert a network-level control over fasting genes to regulate metabolic and mitochondrial pathways, thus avoiding futile cycles [4]. In particular, let7i, miR-221 and miR-222 are the most abundant microRNAs in re-fed liver that are able to act in a convergent and additive way to control gluconeogenesis, fatty acid oxidation and mitochondrial biogenesis by directly targeting PGC-1α [4]. The loss of these microRNAs resulted in the failure to inhibit the expression of PGC-1α and downstream genes, thus contributing to the onset of metabolic dysfunction and liver disease. The downregulation of PGC-1α by miR-19b/221/222 has also been observed in human atherosclerotic vessels, where the coactivator plays a protective role against vascular complications [58]. Likewise, estrogen deficiency leads to diminished PGC-1α expression that results in the formation of compromised mitochondria, eventually leading to enhanced cardiovascular risk in age-related ventricular concentric remodelling. In particular, estrogen negatively regulates miR-23a which could directly bind PGC-1α, thus turning down its expression [59]. It has been also observed in hepatocellular carcinoma that miR-23a can lessen gluconeogenesis programs via direct binding at 3′UTR of both glucose 6-phosphatase and PGC-1α [60]. Similarly, adenoviruses-mediated overexpression of miR-29a-c in primary hepatocytes and mouse liver downregulates PGC-1α, thus contributing to the attenuation of hepatic glucose production and alleviation of hyperglycemia [61].

Moreover, even miR-696 can regulate PGC-1α expression. This microRNA is downregulated in the gastrocnemius during exercise and in the liver of genetically obese mice (ob/ob). Therefore, by decreasing PGC-1α levels, miR-696 contributes to the regulation of muscle mitochondrial biogenesis, hepatic gluconeogenesis and insulin resistance [62,63].

Finally, different studies indicated that miR-34a can directly target PGC-1α in hepatic and adipose tissue. MiR-34a levels rise in the liver and in the white adipose tissue of high-fat diet (HFD) fed mice. When miR-34a is knocked-out in mice using genetical or lentiviral approach, the PGC-1α expression levels raise in liver and white adipose tissue [64,65,66]. Interestingly, activation of FXR (farnesoid X receptor) by selective ligands decreases the expression of miR-34a, which in turn it is not able to downregulate SIRT1, thus leading to enhanced PGC-1α activity [64]. However, despite the marked elevation of the coactivator, the consequences of this miR-34-KO are different between the two mouse models, probably due to the approaches used to shut-down the microRNA. Indeed, the whole-body ablation of miR-34a leads to an increased body weight due to the production of dysfunctional mitochondria that promote lipid uptake and storage, thus resulting in the accumulation of inflammatory markers [66]. On the contrary, lentiviral-mediated transient downregulation of miR-34a reduces adiposity and enhances mitochondrial copy number as well as oxidative capacity in mice fed with diet-induced obesity [65]. Notably, it has been shown that full body PGC-1α knock out mice are lean, but display defective mitochondrial functions [67].

Fewer studies have been published on the microRNA-mediated regulation of PGC-1β. Oleanolic acid, an active component of the traditional Chinese herb *Olea europaea L*., induces the expression of miR-98-5p which directly targets the 3′UTR of PGC-1β and promotes its mRNA degradation. Mice fed with HFD supplemented with oleanolic acid display ameliorated hyperlipidaemia associated with decreased PGC-1β levels, and treatment with miR-98-5p inhibitors reverses this effect [68]. Similarly, in the goat mammary gland tissue, the overexpression of miR-25 represses PGC-1β expression and, consequently, decreases triacylglycerol and lipid accumulation [69].

Generally, these studies highlight that also microRNA contribute to the well calibrated action of both PGC-1α and PGC-1β on metabolic programmes in order to guarantee the whole-body homeostasis.

#### 2.2.2. Regulation of MicroRNAs by PGC-1s

Hepatic microRNAs are involved not only in the maintenance of normal liver functions, but also in liver diseases and cancer. Despite a large number of studies demonstrating that different microRNAs control PGC-1s expression, to date the researches about the regulation of microRNAs expression by PGC-1s are almost missing.

Notably, two microRNAs are embedded in the first intron of the PGC-1β gene, miR-378 and miR-378*, which originate from a common hairpin RNA precursor [70]. Selective deletion of these miRNAs in mice, leaving the *PGC-1β* gene intact, resulted in protection against diet-induced obesity. Overall, miR-378 and miR-378* counterbalance the metabolic actions of PGC-1β by controlling the oxidative capacity and the fatty acid metabolism [71].

Here, we report the data of a miRNAs microarray analysis on hepatic samples collected from fasted transgenic mice in which the coactivators PGC-1α or PGC-1β have been specifically overexpressed in the liver, namely LivPGC-1α and LivPGC-1β, respectively. 

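Hepatic microRNAs of 5 WT and 6 LivPGC-1β mice were measured on 11 arrays of a single bead chip, with 1 mouse on each array. The mice were 4 months old and of the FVB/N strain, and their sex is not given in the sources used here. The samples of the LivPGC-1α experiment were not analysed here. The chip carries 655 probes, of which 611 bear the name of a mouse microRNA and 44 the name of a candidate small RNA from sequencing (solexa). Each probe's value is an intensity, the mean brightness of its beads, which the authors exported from Genome Studio without subtracting background. The arrays were quantile normalized together over all 655 probes, as the paper's methods describe, and set on the log2 scale. The 493 probes with a detection p of 0.01 or less on at least 5 arrays were compared between the genotypes with limma, with Benjamini-Hochberg adjustment over those probes. The paper names no test for the array comparison, so limma's test is a choice made here. A two-sided exact permutation test over every split of the 11 arrays into 5 and 6 was added for single microRNAs, and the smallest p it can give is 0.00216. Values are log2 means ± SD, and differences are LivPGC-1β minus WT. The WT mice took chip positions 1 to 5 and the LivPGC-1β mice positions 6 to 11, so position and genotype run together. The number of arrays limits the precision.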

The two differential microarray analyses versus wild type mice have been carried out for LivPGC-1α mice (Figure 1) and for LivPGC-1β mice (Figure 2). 

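In the livers of LivPGC-1β mice, 8 microRNAs rose and 2 fell relative to WT mice at an adjusted p under 0.05 from limma, both over the 10 mice whose arrays make up Figure 2 (5 WT and 5 LivPGC-1β) and over all 11. In both comparisons, miR-345-5p, miR-677, miR-30c-1*, miR-30e, miR-30e* and let-7i* rose and miR-7a fell. The 10 mice added miR-153, which was detected in no WT mouse, and miR-30b*, which were both higher, and a solexa candidate small RNA, which was lower. The 11 mice added miR-146b and miR-1195, which were higher, and miR-18a, a member of the miR-17-92 cluster, which was lower but turned with scaling to the array median. The star and guide arms of the miR-30e hairpin rose together. Over the 10 mice, miR-30e* differed by 0.29 (standard error 0.048, adjusted p = 0.0185, limma), and over the 11 mice by 0.29 (standard error 0.044, adjusted p = 0.00747, limma). The guide arm miR-30e, among the most intense probes, went from 14.15 ± 0.01 (SD, n = 5) in WT to 14.27 ± 0.02 (SD, n = 6) in LivPGC-1β mice, a difference of 0.12 (adjusted p = 0.0189, limma). For miR-7a, known from endocrine cells, the difference was −0.31 over the 10 mice (adjusted p = 0.00876, limma) and −0.30 over the 11 (standard error 0.040, adjusted p = 0.00523, limma). Over the 11 mice, miR-1195 differed by 0.14 (adjusted p = 0.0426, limma) and miR-18a by −0.16 (adjusted p = 0.0451, limma), and over the 10 mice their adjusted p was 0.0775 and 0.0895 (limma). Scaling to the array median gave miR-7a −0.12, miR-18a 0.05, miR-1195 0.30, miR-30e 0.33 and miR-30e* 0.46, and of these miR-30e* alone was still called, while without normalization miR-1195 differed by 0.05. For each of the 10 microRNAs called over the 11 mice, all 6 LivPGC-1β arrays lay outside the range of the 5 WT arrays. At an unadjusted p under 0.05, 50 probes were higher and 12 lower over the 11 mice, where chance gives 24.7. That split between higher and lower depends on both the normalization and a few mice. It was 31 and 24 without WT mice 3 and 5 and 28 and 32 without WT mice 1, 3 and 5 and LivPGC-1β mouse 4, settings chosen after seeing the data, and it was 6 and 80 without normalization, 81 and 4 with scaling to the array median and 38 and 44 with cyclic loess, while the adjusted counts were 0, 4 and 9 and the median difference of all probes tested was −0.14, 0.11 and −0.02. With chip position as a covariate no microRNA passed the adjusted threshold and 35 passed the unadjusted one, and without WT mouse 1, LivPGC-1β mouse 1 or LivPGC-1β mouse 3 the adjusted count was 4, 5 and 6.

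**Figure D1:**
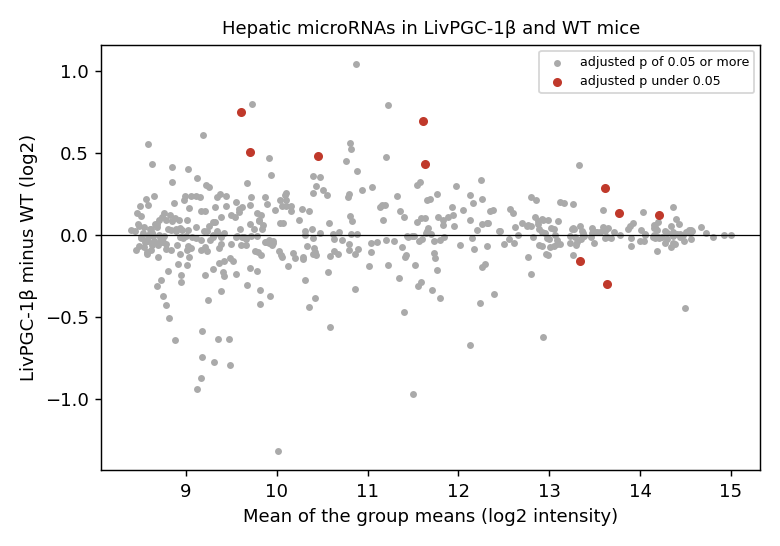
Difference between LivPGC-1β and WT mice (log2, vertical axis) against the mean of the group means (log2 intensity, horizontal axis) for the 493 probes tested over 11 arrays. Red points are the 10 probes with an adjusted p under 0.05 from limma, and grey points are the others.

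**Figure D2:**
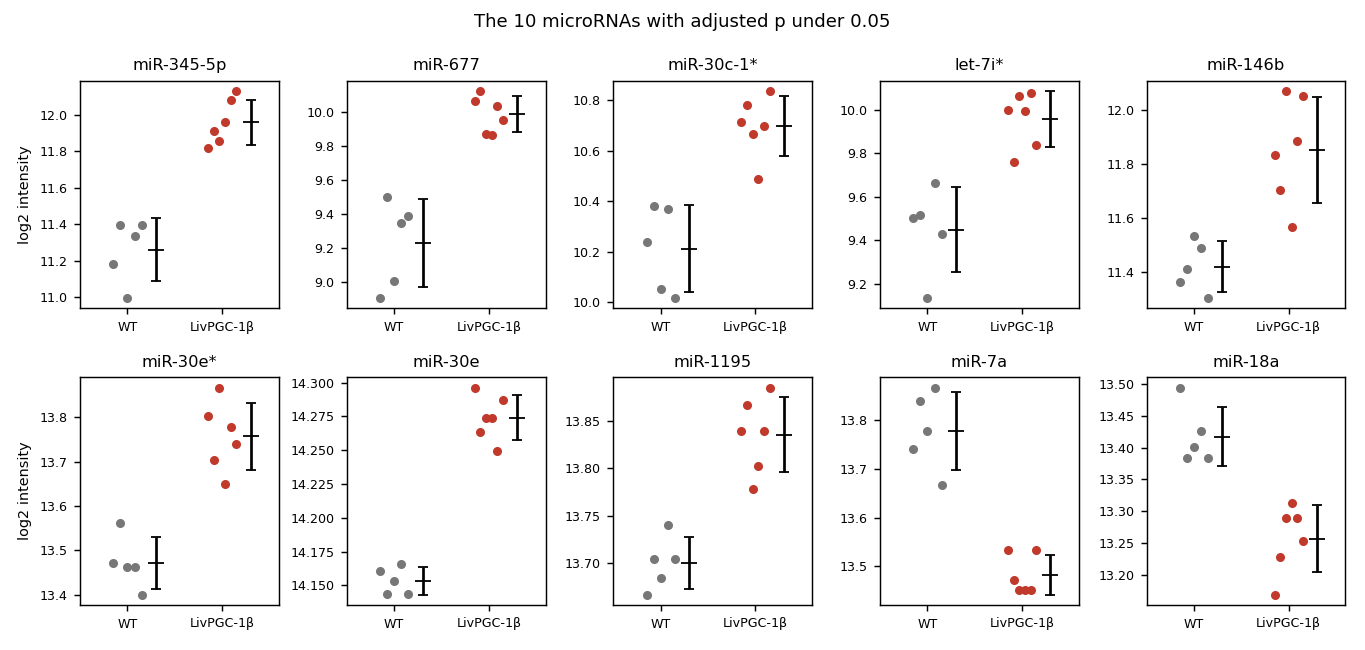
Log2 intensity of the 10 microRNAs called over 11 arrays, with 1 point per mouse in WT (grey, n = 5) and LivPGC-1β mice (red, n = 6), beside the mean and SD. The vertical axes differ between panels and do not start at 0, and in each panel the points of the 2 genotypes do not overlap.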

The most significative miRNAs differences emerging from each analysis have been then validated by real-time quantitative polymerase chain reaction (qPCR) (Figure 3) that allowed the comparison of the microRNA expression levels also between the two coactivators. 

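Of the 7 microRNAs that the paper followed by qPCR, 4 rose on the array in LivPGC-1β mice at an adjusted p under 0.05 from limma over the 11 mice, and none fell. These were miR-345-5p, miR-677, miR-30c-1* and miR-146b, a negative regulator of TLR4 signalling. For miR-345-5p the values were 11.26 ± 0.17 (SD, n = 5) in WT and 11.96 ± 0.12 (SD, n = 6) in LivPGC-1β mice, a 1.62-fold difference (log2 difference 0.70, standard error 0.086, adjusted p = 0.00439, limma). miR-677 went from 9.23 ± 0.26 (SD, n = 5) to 9.98 ± 0.11 (SD, n = 6), a 1.69-fold difference (log2 difference 0.75, standard error 0.109, adjusted p = 0.00599, limma). The probe for miR-30c-1 reads its star arm, the sequence listed in Table 1, which went from 10.21 ± 0.17 (SD, n = 5) to 10.70 ± 0.12 (SD, n = 6) with an adjusted p of 0.0167 from limma, and without the first WT mouse that p was 0.0517. miR-146b went from 11.42 ± 0.09 (SD, n = 5) to 11.85 ± 0.20 (SD, n = 6), a 1.35-fold difference whose adjusted p from limma was 0.0449. Leaving out any of the 5 WT mice, or LivPGC-1β mouse 1, 3, 5 or 6, ended the call of miR-146b. The opposite arm of the miR-345 hairpin, miR-345-3p, was higher by 0.48 (standard error 0.109, adjusted p = 0.0501, limma) and lay above every WT array in 5 of 6 LivPGC-1β mice. miR-150, known from lymphocytes, had a difference of 0.19 (adjusted p = 0.112, limma), with 4 of 6 LivPGC-1β mice above every WT mouse. miR-34a, a p53 target, had a difference of −0.29 (standard error 0.091, adjusted p = 0.181, limma), with 4 of 6 LivPGC-1β mice below every WT mouse. Neither is reported by the paper as higher in LivPGC-1β than in WT mice. It gives miR-150 as increased in LivPGC-1α mice, and miR-34a as higher in LivPGC-1β than in LivPGC-1α mice. When adjusted over the list alone, 6 of the 7 were higher and miR-34a was lower, but the study chose this list partly on these arrays, so that count is not independent evidence of direction. Over the 10 mice of Figure 2, 3 of the 7 were higher at the adjusted threshold. Without WT mouse 1 it was 2, and without normalization or with chip position as a covariate it was 0. With the covariate the difference of miR-345-5p was 0.41 (standard error 0.144), and without normalization those of miR-345-5p, miR-677, miR-30c-1* and miR-146b were 0.46, 0.49, 0.26 and 0.21. The covariate also took miR-345-3p to 0.22 (standard error 0.207, adjusted p = 0.904, limma), and normexp background correction took miR-677 to 1.19 (adjusted p = 0.0139, limma). The qPCR samples were not analysed here.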

Notably, the genomic location of most of these miRNAs is inside or closed to genes regulated by PGC-1s or closely associated to PGC-1′s activity (Table 1). Therefore, it is plausible that the expression of these microRNAs represents a continuum of the gene regulation committed by PGC-1s. 

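In the mouse reference annotation of assembly GRCm38.p6, the 6 loci of Table 1 have the coordinates that the table prints. The hairpin of miR-30c-1 lies on chromosome 4 from 120769534 to 120769622, inside Nfyc, which encodes a subunit of the transcription factor NF-Y. The hairpin of miR-30e also lies inside Nfyc, from 120772606 to 120772697, with 2984 bp between the pair, so that miR-30c-1*, miR-30e and miR-30e*, which all rose on the array, come from 1 gene. The hairpin of miR-677 lies on chromosome 10 from 128085286 to 128085363, inside Atp5b, which encodes a subunit of mitochondrial ATP synthase. Both arms of the miR-345 hairpin share a locus on chromosome 12 from 108836973 to 108837068. It is 16825 bp from Yy1, and the nearest protein-coding gene is Slc25a29, at 1097 bp. The locus of miR-146b, on chromosome 19 from 46342762 to 46342870, is 30362 bp from Nfkb2 and 207068 bp from Elovl3, with Cuedc2 the nearest protein-coding gene at 4090 bp. That of miR-34a, on chromosome 4 from 150068454 to 150068555, is 9737 bp from Gm13067, and that of miR-150, on chromosome 7 from 45121757 to 45121821, is 43254 bp from Nosip and 135337 bp from Prmt1. Expression of these host and neighbouring genes was not analysed here. From the location of most of these loci inside or near genes tied to PGC-1s, the paper proposes that their expression continues the gene regulation carried out by the coactivators.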

Intriguingly, for most of these microRNAs few literature data are available. Therefore, it will be interesting to explore if they are implicated in the regulation of hepatic metabolic processes or in liver diseases (Figure 4).

Notably, miR-30c-1, miR-677 and miR-345-5p are significatively increased in LivPGC-1β mice with respect to the other two groups, whereas miR-146b and miR-34a are significatively upregulated in LivPGC-1β compared to wild type and LivPGC-1α respectively. Interestingly, miR-30c-1 and mir-677 are enclosed into two genes whose expression is regulated by PGC-1s, i.e., nuclear transcription factor Y subunit gamma (*Nfyc*) and ATP synthase F1 subunit beta (*Atp5b*), respectively (Table 1). Mir-677 has been found to be downregulated in the liver of female mice infected with *Plasmodium chabaudi malaria* and a concomitant upregulation of genes involved in the inflammatory pathway, as interleukin (IL)-1β, tumor necrosis factor-α (TNF-α) and nuclear factor κB (NF-κB), has been observed [72]. Anyway, if miR-677 can play any role in mitigating the inflammatory response has not yet been established.

Mir-345-5p has been described in several types of cancer: in pancreatic ductal adenocarcinoma and in acute myeloid leukaemia miR-345-5p plays a tumor suppressive role, whereas in prostate cancer it promotes cell proliferation and migration by blocking p21, responsible for the inhibition of cyclin-dependent kinases (CDK) CDK1 and CDK2 [73,74,75]. Moreover, in tissue and cell lines of cholangiocarcinoma, the upregulation of the long non-coding RNA (lncRNA) AS1 sponges miR-345-5p, thus removing the inhibition of collagen type VI alpha 3 (Col6A3), direct target of mir-345-5p, and allowing tumor progression [76]. Contrariwise, the comparison between different datasets of cirrhosis patients revealed that miR-345-5p expression, together with other four microRNAs, is associated with increased levels of genes involved in liver fibrosis [77]. Finally, higher circulating levels of miR-345-5p have been recently observed in children with early stage diabetes mellitus type 1 as compared with age-matched controls [78].

In the liver, miR-146b has been widely correlated with inflammation in both NAFLD and HCC [79]. MiR-146b is a negative regulator of toll-like receptor 4 (TLR4) and tumor necrosis factor receptor-associated factor 6 (TRAF6) and its administration prevents liver injury in acute liver graft injury in rats and ameliorates HFD-induced NAFLD in mice [80,81,82]. Analogously, decreased levels of miR-146b have been detected in serum of NAFLD patients and in a mouse model of NAFLD induced by methionine choline deficient diet [82,83]. Intriguingly, ablation of miR-146 in mice leads to severe liver steatosis and hepatitis by the upregulation of TNF-α and IL-6 [82]. Conversely, elevated hepatic level of miR-146b has been found in rats and mice treated with HFD as well as in obese subjects with NAFLD [84,85,86]. Notably, the upregulation of miR-146b in obese individuals correlates with a reduction of glucose metabolism and fatty acids mobilization [86]. In line with this observation, miR-146b inhibition in free fatty acids-treated primary hepatocytes displays a decreased accumulation of cellular lipids [85]. Finally, miR-146 exerts a tumor suppressive role in liver cancer cells in vitro and in vivo, through the inhibition of AKT activation mediated by TRAF6 [87].

Hepatic expression of miR-34a is also regulated by CREB-regulated transcriptional activator 2 (CRTC2) [88]. Although no evidence of interaction or association between CRTC2 and PGC-1β has been so far reported, CRTC2 can positively regulate PGC-1α and downstream gluconeogenic genes in the liver [89]. We have discussed above that miR-34a is able to inhibit PGC-1α translation. Therefore, it seems that an intricate network between PGC-1s and miR-34a exists, probably in order to fine tune the metabolic pathways of the cells. Additionally, also p53 directly targets miR-34a, which in turn can activate p53 by downregulating SIRT1 action, thereby delineating a positive feedback loop. An increased miR-34a/SIRT1/p53 activation has been observed in the hepatocytes of CCl_4_-induced rat liver fibrosis, where it drives hepatocyte apoptosis, thus allowing the activation of hepatic stellate cells and perpetuation of fibrosis [90]. Notably, by inhibiting SIRT1, miR-34a can affect the functioning of a multitude of pathways. Indeed, increased miR-34a levels have been detected in liver of NAFLD animals and morbid patients [91,92,93,94], while miR-34a inhibition resulted in active SIRT1 and increased PPARα level, with concomitant restoration of triacylglycerol content and mitochondrial transmembrane potential in mice liver [94,95]. Moreover, the downregulation of miR-34a resulted in a lower expression of fibrotic genes upon alcohol-feeding in mice [96]. Indeed, miR-34a level is increased in the liver of ethanol fed rats and mice as well as in heavy drinkers [96,97]. Furthermore, the downregulation of SIRT1 induced by miR-34a leads to the activation of 3-hydroxy-3-methylglutaryl-CoA reductase (HMGCR), which boosts new cholesterol synthesis, thus promoting high liver injury and cardiovascular risk [92]. Interestingly, the ursodeoxicholic acid (UDCA), a secondary bile acid that contributes to cholesterol homeostasis by reducing the rate of intestinal cholesterol absorption, blocks miR-34a activity in the liver of NAFLD rats [91,98]. Moreover, in obesity conditions miR-34a attenuates fibroblast growth factor 19 (FGF19) signalling, a key pathway in the regulation of bile acids synthesis [99]. Although a direct involvement of PGC-1β in cholesterol and bile acids pathways has not been reported so far, it would be fascinating to explore this network in the light of the previously mentioned evidence. Notably, it has been reported that PGC-1α activates cholesterol 7-alpha-hydroxylase (CYP7A1), the key enzyme committed to the conversion of cholesterol into bile acids [100].

Despite the profibrotic role of miR-34a in NAFLD and alcoholic liver disease, several studies reported a tumor suppressive role of miR-34a in HCC, even if none of them deeply investigated miR-34a role in an in vivo cancer model [93,101,102].

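Families and tissue groups of microRNAs were listed before the data were examined. Of the 10 members of the miR-30 family tested over the 11 mice, miR-30c-1*, miR-30e and miR-30e* rose in LivPGC-1β livers, none fell and 7 did not pass the adjusted threshold of limma. When adjusted over the list alone, 4 were higher, the fourth being miR-30b*. The guide arms miR-30a, miR-30b, miR-30c and miR-30d differed by −0.01, 0.04, 0.06 and 0.06. Camera placed the family above the other probes with the preset correlation of 0.01 (adjusted p = 0.00389) and did not call it with an estimated correlation (adjusted p = 0.559). Fry, which asks only whether the members move on balance one way, gave an adjusted p of 0.00156. Of 10 leukocyte microRNAs, which include miR-146b, miR-150 and miR-155, miR-146b rose and 9 did not pass, and 2 were higher when adjusted over the list alone (camera adjusted p = 0.0863, and adjusted p = 0.830 with an estimated correlation). In the miR-17-92 clusters miR-18a was the lone member to pass limma's test, lower save with scaling to the array median, and 20 of 21 did not pass, with 1 lower when adjusted over the list alone. Camera gave those clusters an adjusted p of 0.0784. None of the 11 hepatocyte microRNAs passed limma's adjusted threshold and 2 were higher unadjusted, and the abundant miR-122 differed by 0.01 (standard error 0.022, adjusted p = 0.817, limma). No member passed either way, over all probes or when adjusted over the list alone, among the erythroid, endothelial, bile duct, stellate cell and fibroblast, muscle, pancreas and let-7 lists or the list of lipid and glucose metabolism. Unadjusted, limma placed 2 stellate cell and fibroblast microRNAs higher, 1 metabolic microRNA higher and 1 lower, and none in the others. In the muscle list, miR-206 stood at 13.91 in WT mouse 1 and at most at 11.03 in the other mice. Camera gave the lists without a call an adjusted p between 0.226 and 0.769, leukocytes and the miR-17-92 clusters apart. Of 10 p53-responsive microRNAs none passed over all probes, while adjusted over the list alone miR-143 was higher by 0.10 and miR-34a and miR-215 lower, miR-215 at −0.18. Of 86 star arms tested, miR-30c-1*, miR-30e* and let-7i* rose and none fell, with 4 higher when adjusted over the list alone. Camera also placed the X-linked testis cluster (adjusted p = 0.00389) and the imprinted Dlk1-Dio3 cluster (adjusted p = 0.00951) below the other probes, with no member of either past limma's adjusted threshold, and with an estimated correlation both had an adjusted p of 0.830. Fry gave these 2 clusters an adjusted p of 0.489 and 0.700. Of 100 splits of the 11 mice, the real one included, 39 gave at least 3 lists called by camera, so such a count is common by chance. In WT mouse 3 alone, 17 of the 28 X-linked probes stood over 1 log2 above every other array, and the cluster's median excess there was 1.82, and without that mouse camera gave the X-linked list an adjusted p of 0.0216 and the Dlk1-Dio3 list one of 0.231. The Dlk1-Dio3 imprinted cluster turned upward (camera adjusted p = 0.0192) without WT mice 1, 3 and 5 and LivPGC-1β mouse 4, a setting chosen after seeing the data.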

Overall, PGC-1β overexpression leds to the upregulation of microRNAs that are extensively involved in liver pathophysiology. If most of them exert an anti-fibrotic role by blocking inflammatory pathways, others promote NAFLD and its sequelae. Notably, the PGC-1β overexpression in the liver has been found to protect against NAFLD and NASH, whereas it supports tumor growth and progression [103,104]. Therefore, it is possible that a fine tuning of these microRNAs upregulated in LivPGC-1β mice exists and that further studies are mandatory to understand this intricate network.

miR345-3p is upregulated in both LivPGC-1α and LivPGC-1β mice compared to wild-type. To date, no study focused on miR345-3p in the liver has been published. However, it has been observed that this microRNA is decreased in non-small cell lung cancer and it is enriched in mitochondria from failing heart at early stage [105,106]. Bioinformatic analysis revealed that the expression of miR-345-3p is associated with energy metabolism and oxidative stress [105]. Given that both coactivators have a similar effect on the induction of miR-345-3p, it would be interesting to understand if this microRNA plays a role in the common pathways regulated by PGC-1s in the liver, namely, mitochondrial biogenesis and/or antioxidant response.

From our analysis, only one microRNA was increased in LivPGC-1α mice, i.e., miR-150. Of note, this microRNA is located downstream of two genes whose expression products are known to interact with PGC-1s, namely Nitric Oxide Synthase Interacting Protein (Nosip) and Prmt1 (Table 1). However, to date no information regarding a direct regulation of these genes by PGC-1s has been described. Whole-body miR-150 ablation in mice prevents Fas-induced apoptosis by regulating AKT, a direct target of this miRNA [107]. Similarly, in HFD-induced NAFLD mice model and in NAFLD patients the levels of miR-150 are increased and miR-150 deficiency ameliorates hepatic steatosis and insulin resistance with concomitant reduction of fatty acids uptake and synthesis as well as of gluconeogenesis [108]. On the contrary, several works indicated that miR-150 inhibits Col4a4, Sp1 mediator of Col1a1, and α-smooth muscle actin (α-SMA), therefore playing an anti-fibrotic role in the liver [109,110]. Intriguingly, endoplasmic reticulum stress induces the expression of the unfolded protein response sensor IRE1α, which in turn mediates miR-150 degradation, thus enhancing liver fibrosis [109]. In line with these data, miR-150 is repressed in HCC, and its re-expression in hepatoma cells suppresses cancer cell proliferation, migration and invasion by blocking the matrix metalloproteinase 14 (MMP14) and the GAB1/EK axis [111]. Overall, these data would fit with PGC-1α role in protecting the liver from NAFLD, even if several controversies on the role of this coactivator on HCC still exist [18]. Probably, new analyses taking into account miR-150 will provide further insights into this scenario.

## 3. Materials and Methods

### 3.1. Animals

*LivPGC-1β* transgenic mice were previously generated in our laboratory by Dr. E. Bellafante [103]. *LivPGC-1α* transgenic mice were generated by injecting into the pronuclei of the fertilized eggs of the FVB/N mice the transgene digested with HpaI. To generate the pLiv.7 PGC-1α, first hPGC1α (2.4 kb) fragment was generated by PCR from pcDNA4-His-PGC1α plasmid (Addgene, Watertown, MA, USA). Then the fragment was subcloned KpnI and XhoI site of pLiv7 which carries the promoter, exon 1 and a fragment of exon 2 of the Apolipoprotein E, a protein expressed exclusively in the liver. Mice carrying the transgene were identified by PCR of genomic DNA to confirm the presence of an hPGC1α coding sequence. *LivPGC-1β* and *LivPGC-1α* mice display hepatic-specific PGC-1β or PGC-1α overexpression, respectively. We used wild-type (WT) FVB/N mice (referred as WT mice) as a control group. All mice were housed with a standard diet provided ad libitum and examined daily. Genotyping was performed using DNA extracted from tail biopsies of 4 weeks-old pups, and new breeding harems of 8 weeks-old mice were established to expand the population. The ethics committee of the University of Bari approved (1142/2016-PR and 509/2019-PR) this experimental setup, which was also certified by the Italian Ministry of Health in accordance with internationally accepted guidelines for animal care.

### 3.2. RNA Samples Preparation

Tissues were snap frozen in liquid nitrogen and stored at −80 °C. Total RNA was isolated by QIAzol reagent (Qiagen, Hilden, Germany) following the manufacture’s instruction, after tissue homogenization through Qiagen TissueLyser (Qiagen, Hilden, Germany). To avoid possible DNA contamination, RNA was treated with DNase (Thermo Fisher Scientific, Waltham, MA, USA). RNA purity and concentration were checked by spectrophotometer, while the RNA integrity was assessed by Bio-RadExperion™(Bio-Rad, Hercules, CA, USA). Only samples with Relative Quality Index (RQI) > N8 were used for microarray analysis. Samples were stored in aliquot at −80 °C prior to use.

### 3.3. Microarray Analysis of miRNA Expression Profiles

Microarray gene expression analysis was performed on RNA extracted from the mice liver. Whole RNA (400 ng) was studied using the Illumina Universal MicroRNA Expression Profiling (MicroRNA Expression profiling kit and Illumina Universal Bead Chips (Illumina, San Diego, CA, USA)). The bead chips were read on the Illumina iScan System microarray platform (San Diego, CA, USA). Upon the manufacturer instructions, data were processed using the Illumina Genome Studio Software (Illumina, San Diego, CA, USA) through specific algorithms of filtration and cleaning of the signal. All the items with detection *p* value > 0.01 were excluded. Data were normalized together with the quantile method. Background was not subtracted. Final output consisted of normalized fluorescence intensity of each probe (Average signal), representing the expression levels of each miRNA. This initial screening allowed us to identify 655 miRNAs to be exported from Genome Studio Software on which, after transformation log2-transformed data, we thus performed the statistical analysis. 

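All 655 probes stand in the deposited table, whatever their detection p. Of these, 431 were detected on every array at a detection p of 0.01 or less, 555 on at least 1 array and 100 on none. Between 467 and 494 probes were detected in WT livers and between 444 and 508 in LivPGC-1β livers, with a median of 492 over the 11 arrays. Of the microRNAs drawn in Figure 2, miR-153 was detected in none of the 5 WT mice and in all 6 LivPGC-1β mice, and was at least 1.29-fold higher against the detection floor of the WT arrays. miR-743b-3p was detected in 1 of 5 WT mice and in no LivPGC-1β mouse, and was at least 1.27-fold lower against the floor of the LivPGC-1β arrays, a bound set by WT mouse 3. Another of the microRNAs named in the paper, miR-696, was detected in 1 mouse of each genotype and could not be compared. The liver microRNA miR-122 was detected on every array, near the top of the scale at 14.72 ± 0.02 (SD, n = 5) in WT and 14.73 ± 0.01 (SD, n = 6) in LivPGC-1β mice. Quantile normalization gives the most intense probes nearly equal values on every array, so that differences between them are compressed.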

The identification of up- or down-regulated genes was performed by comparing miRNA expression of transgenic mouse group versus wild type mice at basal condition. Prediction of miRNA targets was performed using TargetScan [112]. The gene set enrichment analysis was performed using EnrichR [113,114].

### 3.4. Reverse Transcription and Real-Time Quantitative Polymerase Chain Reaction (qPCR) for miRNA Expression

For miRNA expression analysis, reverse transcription of 10 ng of RNA was performed using TaqMan microRNA Reverse Transcription Kit (Thermo Fisher Scientific, MA, USA), following the manufacturer’s instructions. Real-time qPCR assays were performed in 96-well optical reaction plates using a Quantum5 machine (Thermo Fisher Scientific, MA, USA); qPCR assays were conducted in triplicate wells for each sample, using pre-validated TaqMan Assays and TaqMan Universal Master Mix (Thermo Fisher Scientific, MA, USA), according to the manufacturer instructions. Quantitative normalization was performed using sno202 and sno234 as internal controls. Relative quantification was done using the ΔΔCT method.

### 3.5. Statistical Analysis

The results are expressed as mean ± standard error of the mean (SEM). All the statistical analyses were performed using GraphPad Prism software (v5.0; GraphPad Software Inc., San Diego, CA, USA). Comparisons of three groups were performed using a one-way analysis of variance (Anova) test followed by Tukey’s test for multiple comparison. At least *p*-value < 0.05 was considered statistically significant.

## 4. Conclusions

PGC-1α and PGC-1β exert divergent functions on liver metabolism and regulate different pathways in order to fulfil the cellular energetic demands and maintain whole-body homeostasis. The post-transcriptional modulation of PGC-1s, either by post-translational modifications and by microRNAs, allows a prompted response to both fed and fasted conditions. The failure of this regulation results in disease onset and progression. On the other hand, PGC-1s’ overexpression is associated with higher levels of several microRNAs involved in hepatic metabolic pathways, whose alteration may lead to the initiation of liver steatosis, NAFLD and HCC. Here we reported initial insights into PGC-1-driven regulation of miRNAs involved in liver metabolism, thus adding novel pieces in the puzzle of modulation of liver energetic and potentially offering targets for future treatment development.

## Figures and Tables

**Figure 1:**
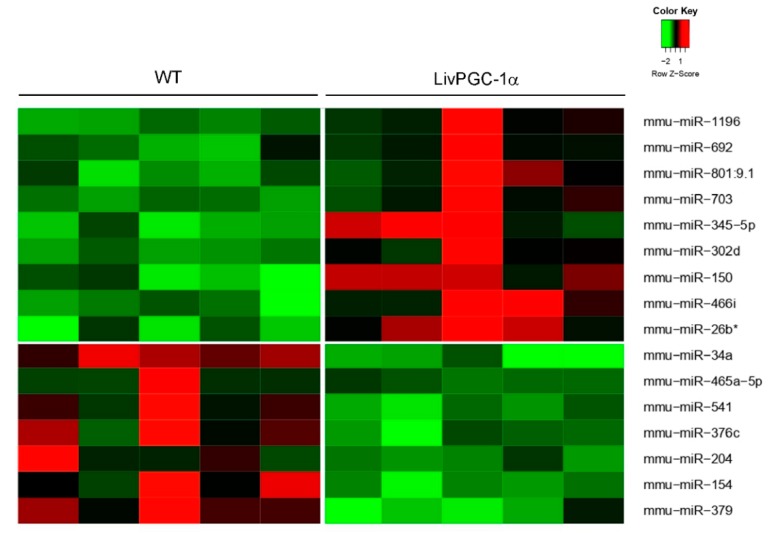
Microarray analysis of hepatic microRNAs in mice overexpressing proliferator-activated receptor (PPAR)-γ coactivator alpha (PGC-1α) in the liver compare to wild type control. The data are shown in a heatmap with a matrix format; each single row represents the expression of one microRNA in a single liver sample harvested from overnight fasted LivPGC-1α mice or WT controls (column). To visualize the results, the expression levels of each gene are represented by a color (red: expression greater than the mean; black: expression equal to the mean; green: expression smaller than the mean). The * is used to distinguish mature microRNA that, differently from the dominant-highly expressed microRNA, originates from the opposite arm of the hairpin precursor.

**Figure 2:**
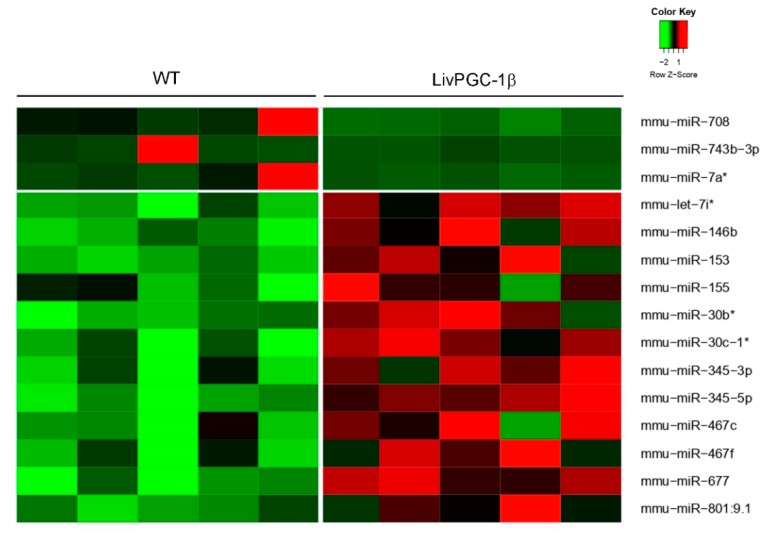
Microarray analysis of hepatic microRNAs in mice overexpressing PGC-1β in the liver compare to wild type control. The data are shown in a heatmap with a matrix format; each single row represents the expression of one microRNA in a single liver sample harvested from overnight fasted LivPGC-1β mice or WT controls (column). To visualize the results, the expression levels of each gene are represented by a color (red: expression greater than the mean; black: expression equal to the mean; green: expression smaller than the mean). The * is used to distinguish mature microRNA that, differently from the dominant-highly expressed microRNA, originates from the opposite arm of the hairpin precursor.

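The 10 columns of Figure 2 follow the 5 WT arrays and LivPGC-1β arrays 1 to 5, each with a correlation of at least 0.98 between column colours and array values, and LivPGC-1β array 6 has no column. All 15 microRNAs differed in the direction drawn, 12 higher and 3 lower in LivPGC-1β mice, over those 10 mice and over all 11. The figure's list was chosen on these arrays, so the tally is not independent evidence of direction. At limma's adjusted threshold 6 of the 15 passed over the 10 mice and 5 over the 11, and 13 passed unadjusted in each. Among the 12 drawn higher, let-7i*, the minor arm of a let-7 hairpin, differed by 0.53 over the 10 mice (standard error 0.099, adjusted p = 0.0281, limma) and 0.51 over the 11 (adjusted p = 0.0191, limma), with mouse 6 at 9.84 against a WT mean of 9.45. It differed by 0.24 without normalization (adjusted p = 0.357, limma) and by 0.76 with normexp background correction (adjusted p = 0.0363, limma). miR-153, known from neurons, was detected in no WT mouse, so that only a lower bound on its fold can be given, and its adjusted p from limma was 0.0431 over the 10 mice and 0.0821 over the 11, with mouse 6 at 8.48, the lowest of the LivPGC-1β mice. For miR-30b* it was 0.38 (adjusted p = 0.0487, limma) and 0.35 (adjusted p = 0.0501, limma). Neither fit called miR-155, known from activated immune cells, at 0.45 in each (adjusted p = 0.364 and 0.307, limma), or miR-801:9.1, at 0.80 in each (adjusted p = 0.143 and 0.0823, limma). The miR-467 relatives miR-467c and miR-467f, from the Sfmbt2 intron cluster, differed by 0.41 and 0.38 over the 10 mice (adjusted p = 0.288 and 0.160, limma). Of the 28 probes tested from that cluster, none passed limma's test over all probes or when adjusted over the list alone, and 3 were higher unadjusted.
The microRNAs drawn lower, miR-708, miR-7a* and miR-743b-3p, each had a single WT mouse far above the rest. For miR-708, whose hairpin lies inside Tenm4, the difference was −0.64 over the 10 mice (adjusted p = 0.381, limma) and −0.62 over the 11 (standard error 0.254, adjusted p = 0.345, limma). All 6 LivPGC-1β mice lay below every WT mouse (exact permutation p = 0.00216), and without WT mouse 5 the difference was −0.33 (adjusted p = 0.0250, limma). For miR-7a*, the opposite arm of a miR-7a hairpin, the difference was −0.99 over the 10 mice (adjusted p = 0.444, limma) and −0.97 over the 11 (adjusted p = 0.430, limma), and without WT mouse 5 it was −0.42 (adjusted p = 0.161, limma). Its LivPGC-1β values, 11.02 ± 0.15 (SD, n = 6), also lay below every WT value. miR-743b-3p, of the X-linked testis cluster, was too rarely detected for the test and stood at 10.93 in WT mouse 3, against 8.21 to 8.43 in the other WT mice.

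**Figure D3:**
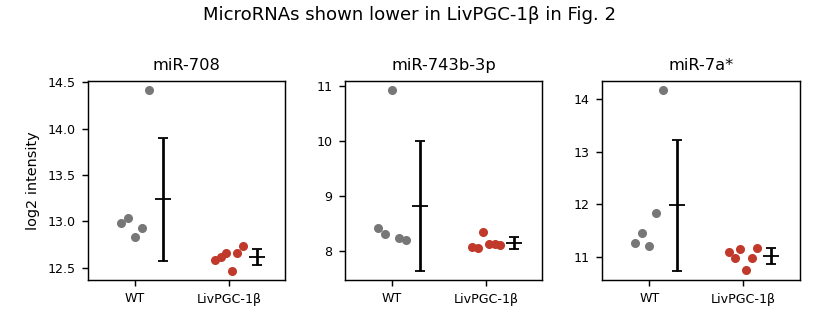
Log2 intensity of miR-708, miR-743b-3p and miR-7a* in WT (grey, n = 5) and LivPGC-1β mice (red, n = 6), with 1 point per mouse beside the mean and SD. In each panel 1 WT mouse stands above all others, at 14.42, 10.93 and 14.18, and the vertical axes do not start at 0.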

**Figure 3:**
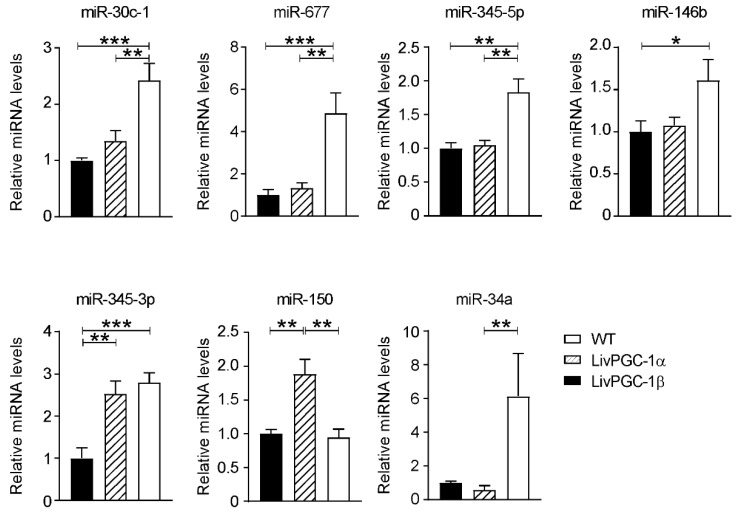
Real-time quantitative polymerase chain reaction (RT-qPCR) validation of hepatic microRNAs differentially modulated by overexpression of PGC-1α or PGC-1β specifically in the liver. Relative mRNA expression of microRNAs from liver samples collected from LivPGC-1α and LivPGC-1β mice compared to wild-type (WT) controls. All animals were sacrificed after overnight fasting. The data were normalized on the geometrical mean (“best-keeper” gene) of sno202 and sno234 levels, presented as relative expression values, and plotted as means ± standard error of the mean (SEM). Comparison of different groups (*n* = 6 mice/group) was performed using One-way ANOVA followed by Tukey’s test for multiple comparison. A *p*-value of 0.05 was considered significant (* *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001).

**Figure 4:**
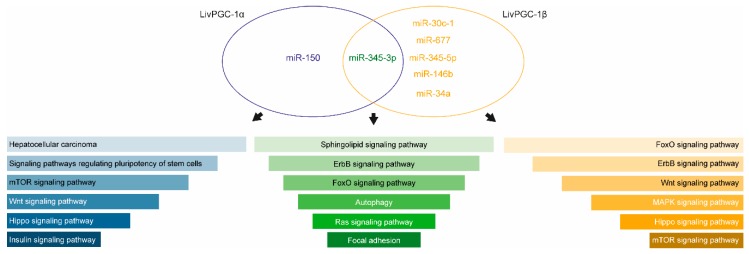
MicroRNA target prediction and enrichment analysis of the predicted target genes. The selective overexpression of PGC-1α or PGC-1β in the mice liver lead to the upregulation of different microRNAs. Genes targeted by differentially expressed miRNAs were predicted using TargetScan database. The gene set enrichment analysis was performed using EnrichR. The bar graphs display the predicted mouse Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways based on *p*-value ranking.

**Table 1:** Genomic characterization of microRNA upregulated by Pgc-1s. Abbreviations: Nfyc, nuclear transcription factor Y subunit gamma; Atp5b, ATP synthase F1 subunit beta; Yy1, Yin Yang 1; Elovl3, ELOVL fatty acid elongase 3; Nfkb2, nuclear factor kappa B subunit 2; Nosip, nitric oxide synthase interacting protein; Prmt1, protein arginine methyltransferase 1; PPARα, peroxisome proliferator-activated receptor alpha.

miRNA	Sequence	Location	Proximal Gene	Association with Pgc-1
mmu-miR-30c-1	*cugggagaggguuguuuacucc*	chr4: 120769534-120769622	Inside *Nfyc* gene	Nfyc is a Pgc-1α target in striatal
mmu-miR-677	*uucagugaugauuagcuucuga*	chr10: 128085286-128085363	Inside *Atp5b*	Atp5p is a Pgc-1s target
mmu-miR-345-5p	*gcugaccccuaguccagugcuu*	chr12: 108836973-108837068	Downstream to *Yy1*	Yy1 is regulated by and regulates Pgc-1s
mmu-miR-345-3p	*ccugaacuaggggucuggagac*	chr12: 108836973-108837068	Downstream to *Yy1*	Yy1 is regulated by and regulates Pgc-1s
mmu-miR-146b	*ugagaacugaauuccauaggcu*	chr19: 46342762-46342870	Downstream to *Elovl3* and *Nfkb2*	Elovl3 is a PPARα target
mmu-miR-34a	*uggcagugucuuagcugguugu*	chr4: 150068454-150068555	Downstream to *Gm13067*	No information available
mmu-miR-150	*ucucccaacccuuguaccagug*	chr7: 45121757-45121821	Downstream to *Nosip* and *Prmt1*	Pgc-1s promote eNos expression, which in turn interact with Nosip. Prmt1 regulates Pgc-1s.

How the deposited data were processed for this re-analysis (not part of the article)

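Total RNA of livers from overnight fasted FVB/N mice aged 4 months, 5 WT and 6 LivPGC-1β, was measured on 11 arrays of 1 Illumina Universal MicroRNA BeadChip. Each array holds RNA of 1 mouse. The samples of the LivPGC-1α arrays and of the qPCR were not analysed here. The sources used here give neither the sex of the mice nor a pairing between the groups.

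The authors read the chip on an iScan and exported with Genome Studio the average bead intensity of each of the 655 probes, neither normalized nor background subtracted, which is the deposited table that all values here start from. A detection p-value per probe and array, computed by Genome Studio against the chip's negative controls, stands beside each intensity in the table that the authors deposited. A second deposited table holds the authors' quantile-normalized intensity values on the linear scale, whose array medians run from 800.6 to 803.5, and it was used as an alternative. The paper states that items with a detection p over 0.01 were excluded, but all 655 probes are in both tables. It names no test for the array comparison.

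Intensities were quantile normalized over the 655 probes and the 11 arrays, as the paper's methods describe, and set on the log2 scale without subtracting background. Probes with a detection p of 0.01 or less on at least 5 of the 11 arrays, whatever the genotype, were tested, which left 493. LivPGC-1β and WT mice were compared with limma 3.58.1 in R 4.3.3 (linear model and moderated variance), with Benjamini-Hochberg adjustment over the 493 probes and a threshold of 0.05. Single microRNAs also have a two-sided exact permutation test of the difference in means. Where a microRNA was detected on no array of a group, its fold is given as a bound against that group's detection floor, for each array the lowest intensity of a detected probe. Figures were drawn with Python 3.11.15.

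Before the data were examined, lists of microRNAs were written for hepatocytes, leukocytes, erythroid cells, endothelium, stellate cells and fibroblasts, bile duct epithelium, muscle and pancreas, for regulators of PGC-1s named in the paper, for lipid and glucose metabolism, for the p53 network, for the let-7 and miR-30 families, for the miR-17-92, Sfmbt2, Dlk1-Dio3 and X-linked testis clusters and for star arms. The 16 lists with at least 3 tested members were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over the 16. The lists share members, so their tests are not independent. The microRNAs of Table 1 and of Figure 2 were tallied only.

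The naming rule took in the 15 microRNAs of Figure 2, the 7 of Table 1 and the 10 with the largest differences among those called. It also took in miR-122, miR-378 and miR-378*, the regulators of PGC-1s that the paper names, called members of the lists and, for the closing section, the 16 microRNAs of Figure 1. This rule was fixed before the data were examined, though the contents of the paper's figures and Table 1 had been seen. Some of the regulators and of the Figure 1 microRNAs are counted under the alternatives but not named in the text. Further members of the lists named in the text were chosen after their values were seen, as were the microRNAs named for standing high on a single array.

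The columns of Figure 2 were matched to arrays by the colours of the 15 rows of the heatmap. LivPGC-1β mouse 6 has no column there and the paper gives no reason, so values are given over the 10 mice shown and over all 11.

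The fit was tested on simulated data with each probe's own mean and variance, 40 simulations per case over the 493 probes. Simulated changes went up and down in equal number, and probes varied independently and normally. Of the 10 real calls 8 were higher, so the shares below need not hold for them. With no changed probe, 15% of the simulations held a false call (10% without normalization). With 12 changed probes, 39.4% of changes of 0.3, 61.3% of changes of 0.5 and 81.2% of changes of 0.8 on the log2 scale were called, and a mean of 7% of calls were false. With 60 changed probes the false share was 13%, above a limit of 10% first set for it, and that limit was then kept only for the fit without normalization. Without normalization the false share was 3.3% with 12 changed probes and 4.6% with 60. Quantile normalization over so few probes passes part of a change on to probes with little variance, and with 60 changed probes 56.1% of the false calls differed by under 0.2. Called differences of that size are those of miR-30e, miR-1195 and miR-18a.

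Alternatives set before the data were examined were no normalization, scaling to the array median, cyclic loess, normexp background correction with an offset of 16, the authors' normalized table, other detection filters, filtering before normalization, an intensity trend, robust and weighted variances, a replicate block, chip position as a covariate, each mouse left out in turn, the 10 arrays of Figure 2 and an estimated correlation in camera. Leaving out WT mice 3 and 5, WT mouse 1 with LivPGC-1β mouse 4, or all 4 of these, and a block for the ends against the middle of the chip, were added after seeing the data. The genotype labels were also permuted in 100 splits drawn with a fixed seed, the real one included. Positions of loci are from the annotation of GRCm38.p6. The paper names no assembly, but all 6 loci of its Table 1 have the same coordinates in that annotation. Between 444 and 508 probes were detected per array. With this number of arrays and the spread between mice, many differences of 0.3 would be missed, as the simulated data show.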

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

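The tests of the patterns in WT mice 3 and 5 and of signal shared between miR-30 sequences were chosen only after the result was seen, and the test of chip position for the miR-30 microRNAs was set before.

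Single mice stood apart from the rest of their genotype in 12 of 96 groups of values examined, where chance gives about 1 in 20 for normally distributed values (5.0% of simulated groups of 5 and 5.2% of groups of 6), and the groups share mice and so are not independent. Quantile normalization also brings values at the top of the scale close to ties. For miR-122, LivPGC-1β mouse 4 counted as apart at 14.70, with the others of its genotype at 14.73. The simulated share is therefore a rough guide only. In WT mouse 3, 17 probes were over 1 log2 above every other array, miR-743b-3p (10.93, others 8.21 to 8.43) and miR-465a-5p (10.89, others 8.46 to 8.70) among them, and all 17 belong to the X-linked testis cluster, which makes up 4.3% of the probes (Fisher's exact test, one-sided, p = 1.25e-26). Scattered faults of single probes are excluded by that share. RNA of testis in that sample is a candidate explanation that the tests leave open. Testis microRNAs outside the cluster (miR-34c, miR-34b-5p, miR-449a and miR-202-3p) had a median excess of −0.06. They lay near the detection floor, at 8.10 to 8.97 in that mouse. The floor alone does not account for the lack of a rise, since miR-743b-3p and miR-465a-5p lay as low in the other WT mice. How abundant those testis microRNAs are in testis, relative to the cluster, was not measured, so their values cannot decide. No biological explanation was tested, since the design gives none for 1 WT mouse, whose sex is not given.

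In WT mouse 5, miR-708 (14.42, others 12.83 to 13.03) and miR-7a* (14.18, others 11.21 to 11.83) were high, with 15 probes in all over 1 log2 above every other array. Faults of single probes may lie behind this pattern. Only 3 other arms of the same hairpins were compared (miR-20a, miR-708* and miR-7a), with a median excess of 0.13. The matching by name did not take in every measured arm, since it left miR-466d-3p unpaired with miR-466d-5p, 1 of the 15. The star and guide arms of a hairpin also differ in abundance. From so few arms, this explanation and a change in that mouse cannot be told apart. No biological explanation was tested.

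The Nfyc microRNAs miR-30e* (0.29) and miR-30e (0.12), called over the 11 mice and absent from Figure 2, rose together with miR-30c-1* in LivPGC-1β mice. For the guide arm miR-30e, signal shared evenly with near-identical guide arms is unlikely as the whole cause. The arms miR-30a, miR-30b, miR-30c and miR-30d had a median difference of 0.05, more than 2 of miR-30e's standard errors below its own difference. Their errors were not counted, and normalization compresses differences at that intensity. The test did not cover the star arms miR-30e* and miR-30c-1*. Of the other star arms, miR-30b* differed by 0.35, miR-30a* by −0.07 and miR-30c-2* by −0.03. The test of chip position covers only a straight trend along the chip. Such a trend is unlikely as the whole cause of the mean difference of 0.30. Position within genotypes accounts for an estimated −0.05 of it, with a lower bound of −0.21 and an upper bound of 0.10. With position as a covariate that difference was 0.35 (standard error 0.08, against 0.04 without it), so the calls ended because the error grew, not because the difference shrank. A step between chip positions 5 and 6 and the genotype cannot be told apart, because they coincide on this chip, and a rise driven by the transgene stays open and untested.

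Also called and absent from Figure 2 were miR-7a at −0.30, miR-1195 at 0.14 and miR-18a at −0.16. The other single mice apart were LivPGC-1β mouse 4 in miR-1196 (13.51, others 10.50 to 11.59), miR-302d (9.54, others 8.36 to 8.56), miR-696 (9.68, others 8.18 to 8.33) and miR-122 (14.70, others at 14.73), WT mouse 5 in miR-696 (9.27, others 8.13 to 8.38) and miR-29a (13.68, others 13.78 to 13.80), LivPGC-1β mouse 6 in miR-378* (13.17, others 12.96 to 13.02) and LivPGC-1β mouse 3 in miR-743b-3p (8.36, others 8.06 to 8.14, not detected).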

How the results depend on the processing

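The alternatives that leave out several mice, and the block for the ends of the chip, were chosen only after the result was seen, and the others were set before the data were examined. Of 10 calls at the adjusted threshold, 62 unadjusted, 15 Figure 2 directions, 4 Table 1 microRNAs and 3 lists, the directions of Figure 2 stayed at 15 under every alternative run. Without normalization the calls were 0, Table 1 gave 0 and the lists 5. Scaling to the array median gave 4 calls and 6 lists, and miR-18a, called lower, turned to 0.046 (adjusted p = 0.772, limma). Cyclic loess gave 1 list. At the unadjusted threshold the counts without normalization, with the array median and with cyclic loess were 86, 85 and 82, of which 7%, 95.3% and 46.3% were higher, against 80.6% of the 62, and without the mice named below 56.4% (WT mice 3 and 5) and 46.7% (all 4). A replicate block, which pairs mice of the same number, gave 1 call (miR-345-5p) and 1 Table 1 microRNA, but mice of the same number correlated between −0.135 and 0.068, so the numbers show no pairing. Chip position as a covariate gave 0 calls, 35 unadjusted and 0 of Table 1, where miR-677 went from 0.75 (standard error 0.109) to 0.67 (standard error 0.228) and miR-345-5p from 0.70 (standard error 0.086) to 0.41 (standard error 0.144). Errors grow there because position and genotype run together. The fall in the difference of miR-345-5p is the part that this fit assigns to a linear trend with position within genotypes. Whether position itself causes that trend was not tested. Leave-one-out runs gave 4 to 13 calls, 50 to 74 unadjusted, 2 to 5 of Table 1 and 2 to 5 lists, and the fewest calls came without WT mouse 1 (4), LivPGC-1β mouse 1 (5) and LivPGC-1β mouse 3 (6). The 10 arrays of Figure 2 gave 5 lists, and an estimated correlation 0. Without WT mice 3 and 5 there were 5 calls and 2 of Table 1, without WT mouse 1 and LivPGC-1β mouse 4 there were 6 calls, and without all 4 of these mice there were 3 calls and 1 of Table 1. In that last setting the list of the Dlk1-Dio3 imprinted cluster turned upward, at a camera p of 0.00392 and an adjusted p of 0.0192. Fewer mice give less precision, and other causes were not tested. With the ends against the middle of the chip as a block there were 9 calls, 8 of them shared with the 10. Over the 48 microRNAs of the naming rule and 30 alternatives, 1321 of 1440 values stayed on their side of the adjusted threshold. Another 104 fell short of it, 14 newly passed and 1 reversed. A change of sign counts as reversed only if either value passed, and 87 of the 1321 changed sign with neither value past it. The alternatives hold 1 fit under 2 names, since the 10 arrays of Figure 2 are those left without LivPGC-1β mouse 6. With signal near background, 100 of the 655 probes were detected on no array, and differences in them could not be measured.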

Differences from the paper's values

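The values of the paper here are qPCR folds of LivPGC-1β over WT with 6 mice per group (means with SEM), and the values set beside them are array folds over 5 and 6 mice, so the assays differ. The folds of the paper were read by eye from Fig. 3, whose colour key runs opposite to the text, and the bars were taken as the text describes them. For miR-345-5p, miR-146b and miR-150 the paper's folds are about 1.8, 1.6 and 0.94 in Fig. 3, read by eye. They lay nearer to the array's 1.62, 1.35 and 1.14 than those below, though for miR-150 the directions were opposite. For miR-30c-1 the paper's fold is about 2.4 in Fig. 3, read by eye, and the array's 1.40. For miR-677 the paper's fold is about 4.9 in Fig. 3, read by eye, and the array's 1.69. For miR-345-3p the paper's fold is about 2.8 in Fig. 3, read by eye, and the array's 1.39. For miR-34a the paper's fold is about 6.1 in Fig. 3, read by eye, and the array's 0.819, in the opposite direction. The figure marks miR-34a as different between LivPGC-1β and LivPGC-1α mice, not between LivPGC-1β and WT mice. For miR-30c-1, miR-677, miR-345-3p and miR-34a the paper's fold exceeded the array's by more than the SD between LivPGC-1β mice. This held under all 26 alternatives set before the data were examined. The errors of the qPCR and of reading by eye were not counted. Array folds ran from 1.20 to 1.52 for miR-30c-1, 1.40 to 2.28 for miR-677, 1.16 to 1.48 for miR-345-3p and 0.696 to 0.851 for miR-34a. Not all 26 could move a fold, since other detection filters and the intensity-trend and robust variances leave it as it is. The 10 arrays of Figure 2 also repeat the fit without LivPGC-1β mouse 6.

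The paper states that miR-345-3p was higher in LivPGC-1β than in WT mice. On the array its direction was the same, with an adjusted p of 0.0501 from limma, and normalization by cyclic loess called it (adjusted p = 0.00556, limma), as did the test of probes detected on all arrays and the fits without WT mouse 4 or LivPGC-1β mouse 2. The other 26 of 30 alternatives did not call it, and with chip position as a covariate its difference went from 0.48 to 0.22, where its adjusted p was highest (0.904, limma). The paper draws 15 microRNAs as different in Figure 2 and states no adjusted threshold for them. All 15 had the direction drawn, 13 at an unadjusted p under 0.05 from limma. Of those not called over the 11 mice, miR-153 passed the adjusted threshold over the 10 arrays of the figure, miR-30b* there, among probes detected on all arrays, without LivPGC-1β mouse 5 and with the ends of the chip as a block, miR-801:9.1 without LivPGC-1β mouse 4, and miR-708 without WT mouse 5 or without WT mice 3 and 5. The block and the fit without both WT mice were chosen after seeing the values, and the fit without both WT mice dropped let-7i*, miR-30c-1* and miR-146b, 3 of the 5 called, and the block dropped miR-146b.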

Other observations

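The regulators of PGC-1s, Figure 1 microRNAs, muscle microRNAs and parts of the chip below were looked at as values, the counts over other splits of the mice were planned, and the split of the chip into ends and middle was chosen only after the result was seen.

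miR-378 and miR-378*, the 2 arms of a hairpin inside the PGC-1β gene (Ppargc1b), did not pass the test in LivPGC-1β livers, with differences of −0.02 (standard error 0.034, adjusted p = 0.892, limma) and −0.07 (standard error 0.055, adjusted p = 0.619, limma). Of the 11 tested microRNAs that the paper names as regulators of PGC-1s, none passed limma's adjusted threshold over all probes or when adjusted over the list alone, and 1 (miR-34a, lower) passed unadjusted. The miR-29 relatives miR-29a, miR-29b and miR-29c differed by 0.00, −0.01 and 0.00, and let-7i by 0.01. In the list of 16 microRNAs from Figure 1, which concerns LivPGC-1α mice, miR-345-5p was the one called in LivPGC-1β mice, and miR-1196 differed by 1.04 (standard error 0.488, adjusted p = 0.414, limma), with LivPGC-1β mouse 4 far above the rest. miR-379 of the Dlk1-Dio3 cluster differed by −0.38 (adjusted p = 0.366, limma), and miR-26b* by 0.00 (adjusted p = 0.986, limma).

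Muscle microRNAs were high in WT mouse 1, with miR-206 at 13.91, miR-133a at 13.80, miR-133b at 13.24 and miR-499 at 12.33, and miR-133a and miR-206 stood at 11.40 and 11.03 in LivPGC-1β mouse 4. In the other mice miR-133a was between 8.86 and 9.85.

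Over 100 splits of the 11 mice into groups of 5 and 6, 2 gave at least the 10 calls of the real one at the adjusted threshold, the real one included, and the highest other gave 14. At the unadjusted threshold 2 gave at least 62, with the highest other at 69. Counts as large as the real ones were therefore uncommon among the drawn splits, at a share under 0.05. Since another split exceeded the real one on both counts, chance is unlikely but not excluded. For the lists, 39 of 100 splits gave at least 3, with the highest other at 7, so such a count is common by chance. The split with 14 calls parted the ends of the chip (positions 1, 2, 9, 10 and 11) from the middle. That grouping was read from the highest of the splits and was not tested against chance, and of the 8 drawn splits that share 4 of its 5 arrays, 7 gave no call and the highest gave 2. With ends and middle as a block, 9 calls were made, 8 of them among the 10, and miR-1195 and miR-146b missed the threshold (adjusted p = 0.0553 and 0.0603, limma). Within the ends (2 WT and 3 LivPGC-1β mice) and within the middle (3 and 3) limma called 0 microRNAs, with 67 and 52 at an unadjusted p under 0.05, and miR-677 differed by 0.75 and 0.77 and miR-345-5p by 0.77 and 0.62. The direction of the 10 called microRNAs is no test here, since for each all LivPGC-1β arrays lie outside the WT range.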
